A study of Caenorhabditis elegans with 45 samples.

How the data were processed

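The samples were whole day 1 adult Caenorhabditis elegans hermaphrodites, a self-fertile nematode. They came from the laboratory strain N2, from the wild strains EG4348, CB4856, QX1211, DL238, XZ1516, ECA701 and ECA722, and from the F1 offspring of each wild strain and N2. Per the labels' protocols, the F1 animals had wild fathers and N2 fog-2 mothers, whose germline makes no sperm, while parental animals were produced by selfing. Per the same protocols, males were taken off the plates by hand, polyadenylated RNA was made into strand-specific libraries, and RNA was extracted in 3 batches that each held 1 replicate per strain. The labels do not tie the batches to replicate numbers. There were 45 libraries in 15 groups of 3, all of them mapped to a group from their titles, with the replicate numbers taken from the same titles.

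The authors deposited kallisto estimated counts per transcript for each library, together with effective transcript lengths in bases. The kallisto version, the genome build and the trimming are not given in the sources used here. The transcript lengths in these files differ between strains, and each F1 file carries the lengths of its wild parent. The F1 counts used here thus appear to come from the wild parent's transcriptome alone. This is inferred from the lengths and is not stated in the sources used here. The authors also deposited expected counts per gene and allele, from salmon and emase-zero per the file names, with columns named for the N2 WS276 reference and for the second strain of each library. In these files the N2 parental libraries have QX1211 as their second allele, and the second allele of the EG4348 libraries is named EG4349. Salmon's deposited equivalence classes list how many fragments matched each set of transcripts of both alleles. A variance-stabilised matrix of all libraries on a log2 scale was deposited by the authors too and was not used in any comparison. Salmon's transcript-level estimates were not used here, since the gene-level tables hold the same reads summed per gene. No column of per-sample values was left without a sample (0 columns).

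Transcripts were matched to genes by name in the Ensembl WBcel235 annotation, and estimated counts were summed per gene and rounded to whole numbers. Gene coordinates are from WBcel235. The files name the WormBase WS276 reference, and no coordinate was taken from the files. Overlaps between genes on either strand were listed, since the counting was not stated to use strand. Kallisto totals ranged from 24.5 to 90.5 M estimated counts per library, with a median of 63.6 M. PCR reads carry no molecular identifiers, so intervals and floors given here cover counting error only. The confidence level was 95%, and the floor for a group at 0 was 3 counts over the group's libraries.

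Gene totals were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test, TMM scaling, the default count filter (16444 genes passed) and Benjamini-Hochberg adjustment at 0.05. All 45 libraries entered 1 fit with 1 coefficient per group and 30 residual degrees of freedom. The contrasts were equality of the 8 parental groups, each wild strain minus N2, each F1 minus N2, each F1 minus its wild parent, and each F1 minus the mean of its parents on the log scale. Modes of inheritance were read from these calls: unchanged, N2-like, wild-like, intermediate, above both parents, below both parents, and ambiguous for the rest. A test that fails does not show equality. CPM values are TMM-scaled CPM.

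Allele differences within the F1 libraries were tested per cross as wild allele minus N2 allele on the rounded allele counts, with the library as a term and 1 library size for both alleles of a library. Genes needed a mean of at least 10 allele-specific reads per F1 library, taken from equivalence classes that hold transcripts of 1 allele of 1 gene. The difference between the parental and the allelic contrast was tested in a model over the 9 libraries of a cross, with allele-aware gene totals for the parents. It is called the trans difference here. Genes called for the parental difference and the allelic difference, but not for the trans difference, were classed cis only. Those called for the parental and trans differences alone were trans only, and those called for the allelic and trans differences alone were compensatory. Genes passing all 3 tests were cis and trans in the same or the opposite direction, those passing none were conserved, and the rest were ambiguous.

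Each model was tested on simulated data at the real means, library sizes and dispersions. For CB4856 minus N2, 73% of 200 genes changed by 2-fold or 4-fold were recovered among 16044 genes, with 1 false call. For the alleles of the CB4856 cross, 75% of 100 changed genes were recovered among 5793 genes with 2 false calls, and for the trans difference 59% with 2 false calls. Of the genes simulated as cis only, 80% were classed so, and of those simulated as trans only, 59%.

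Directional gene lists (sperm, male, vitellogenin, oocyte and eggshell, cuticle, heat shock) were tested with camera in limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, with fry beside it. Gene families (F-box, MATH/BATH, C-type lectin, chemoreceptor, nuclear hormone receptor, UGT) were tested with Fisher's exact test of parental calls inside against outside the family among tested genes. Chromosome position was tested the same way, for the outer 25% at each end of the autosomes against their centre and for X against autosomes. Each family of tests had its own Benjamini-Hochberg adjustment. Correlations across the 7 wild strains carry two-sided exact permutation p-values.

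The tests, contrasts, lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule named fog-2; 10 genes known from natural variation (peel-1, zeel-1, pha-1, sup-35, npr-1, glb-5, ppw-1, nath-10, scb-1, eri-6); the 3 genes higher and 3 lower in all 7 wild strains with every wild library beyond all N2 libraries, ranked by their smallest change; the highest and lowest log2 fold change per strain among calls without overlapping libraries; the 3 genes higher and 3 lower than the mid-parent in the most crosses; the 3 genes with a higher wild allele and the 3 with a higher N2 allele in every testable cross, of at least 5; and the gene classed cis only, trans only or compensatory in the most crosses.

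The alternatives were DESeq2 1.42.0 size factors in edgeR, no count filter, at least 10 counts in 3 libraries, the DESeq2 test, the replicate number as a block, a fit of only the groups compared, allele-aware gene totals, an offset from effective lengths, and each library left out in turn. For alleles they were allele-specific reads alone, minima of 30 or 2 allele-specific reads, centring on the cross median, no count filter, the DESeq2 test, and genes with at least 90% wild-allele reads in the wild parent. The relation across strains was also computed with the share of allele-specific reads and with calls of at least 2-fold. Other software was data.table (1.17.8), Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Other regroupings of the libraries were counted in full or drawn 100 times.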

Results

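Transcript abundance was measured by bulk RNA sequencing of whole day 1 adult hermaphrodites from 8 parental strains of C. elegans and from the F1 offspring of the 7 wild strains and N2, with 3 libraries per group. The design asks how wild strains differ from the laboratory reference in expression and how hybrids relate to their parents. It also sets allele differences inside a hybrid against parental ones. Library totals ran from 24.5 to 90.5 M kallisto estimated counts (M for mega; median 63.6 M). The 24 parental libraries had a median of 60.4 M and the 21 F1 libraries a median of 69.9 M. Group means were 73.0 M for N2, 69.5 for EG4348, 46.6 for CB4856, 51.7 for QX1211, 57.4 for DL238, 56.1 for XZ1516, 68.2 for ECA701 and 69.2 for ECA722. For the F1 of the wild strains in that order they were 71.5, 68.0, 57.1, 66.6, 63.7, 65.6 and 64.8 M. CB4856 parental replicate 3 was the shallowest library and EG4348 parental replicate 3 the deepest. Replicates correlated at 0.979 to 0.994 across genes (log2 CPM; genes are not independent replicates). No pair of replicates lay within sampling noise, with chi-square values per degree of freedom of 2.96 to 44.0. The leading 2 principal components held 22.4% and 15.5% of the variance.

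The genotype label of the parental N2 samples names a deletion of fog-2, and their strain label is CB4108, while the growth protocol describes selfed N2 hermaphrodites. The gene fog-2 (WBGene00001482; WBcel235 chromosome V, 20199254 to 20200648, plus strand) was therefore examined before anything else. Its level in the libraries labelled N2 was 42.2 CPM ± 4.62 (SD, n = 3), with single libraries at 36.9 to 45.3. The 21 wild parental libraries ranged from 31.7 to 46.8 CPM and the 21 F1 libraries from 20.9 to 32.2 CPM. The mean of the libraries labelled N2 was 1.06 times that of the wild parental libraries. Reads specific to the N2 allele of fog-2, which its paralog ftr-1 cannot supply, averaged 780 per library labelled N2. In the F1 libraries the N2 allele held 3.37% to 22.5% of the allele-specific fog-2 reads. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called fog-2 lower in CB4856 (log2 fold change -0.25 ± 0.06 SE, adjusted p 0.00283) and in ECA722 (-0.36 ± 0.06, adjusted p 1.53e-05). It made no call in the other 5 wild strains. The call in CB4856 was lost with allele-aware totals. Leaving out N2 parental replicate 1 added calls in DL238 (adjusted p 0.0237) and XZ1516 (0.00654), and leaving out XZ1516 parental replicate 3 added the latter too (0.0499). All 7 F1 groups lay below the libraries labelled N2, by log2 values of -0.93 to -0.46 (highest adjusted p 3.92e-07). The level of fog-2 goes against the deletion named in the label. These samples are called the libraries labelled N2 below, and every direction against N2 is relative to them.

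**Figure D1:**
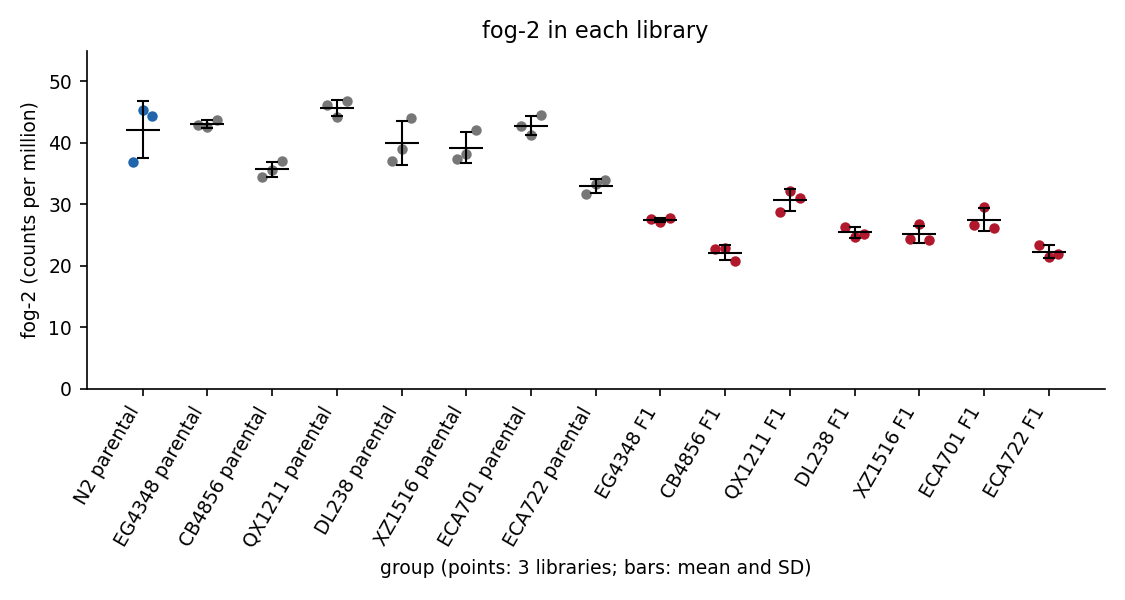
Level of fog-2 in each library (CPM, points) by group, with group means and SD (n = 3). The libraries labelled N2 sit between 36.9 and 45.3 CPM, among the wild parental libraries, and the F1 libraries sit between 20.9 and 32.2 CPM.

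Of the 19684 genes with at least 1 count, 16444 passed the count filter. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment found 14488 of them (88.1%) to differ among the 8 parental strains. The alternative that moved this count most, allele-aware gene totals, gave 14112. Against the libraries labelled N2, 5718 genes were called in EG4348 (3164 higher, 2554 lower), 5193 in CB4856 (2994 higher, 2199 lower) and 7428 in QX1211 (3521 higher, 3907 lower). In DL238 5901 were called (3060 higher, 2841 lower), in XZ1516 7445 (3724 higher, 3721 lower), in ECA701 8636 (4561 higher, 4075 lower) and in ECA722 6809 (3666 higher, 3143 lower). These counts moved most when only the groups compared were fitted, which gave 3880 calls in DL238. Most calls were small, with median absolute log2 fold changes of 0.44 to 0.61. Calls of at least 2-fold numbered 1698, 1693, 2377, 1766, 2585, 3302 and 2116 in the same strain order. Of these, 444 were higher and 1254 lower in EG4348, 714 and 979 in CB4856, 1324 and 1053 in QX1211, 877 and 889 in DL238, 846 and 1739 in XZ1516, 1877 and 1425 in ECA701 and 1053 and 1063 in ECA722. No count of parental calls moved by more than 1.5 times when any library was left out.

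**Figure D2:**
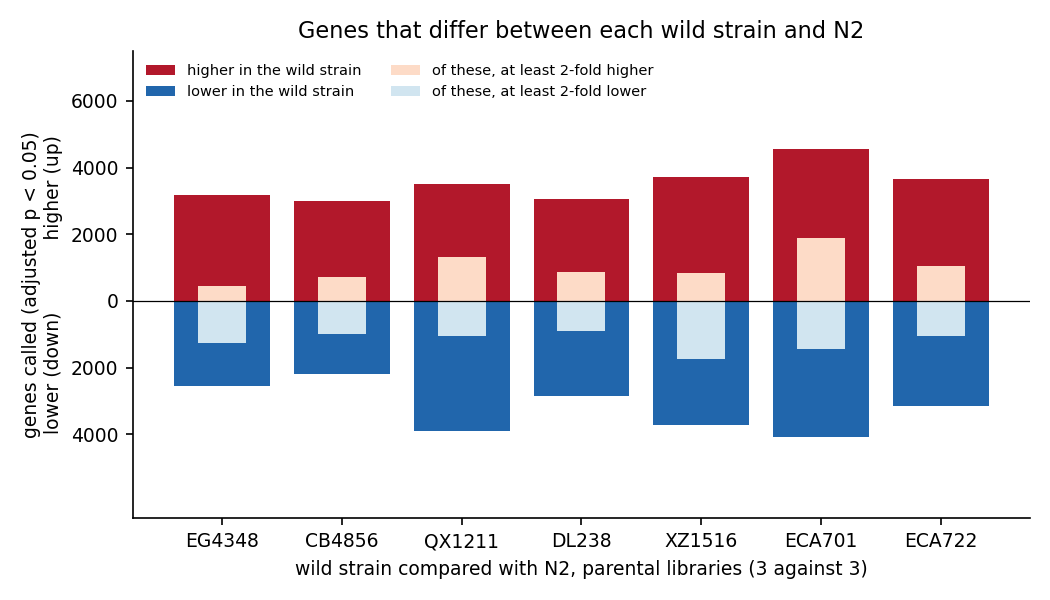
Number of genes called higher or lower in each wild strain than in the libraries labelled N2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with calls of at least 2-fold marked. Counts run from 5193 in CB4856 to 8636 in ECA701.

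Each of 14248 genes was called in at least 1 of the 7 parental contrasts, 2885 in exactly 1 and 863 in all 7. Of the latter, 330 were higher and 261 lower in every wild strain, 591 together. Because all contrasts share the libraries labelled N2, unchanged groups were simulated against them. The mean correlation between contrasts was 0.478 in 5 simulations, against an observed 0.458, so that contrasts were no more alike than a shared control makes them. The simulated groups gave too few calls (a mean of 0.0286 per contrast) to set against the count of shared genes. In F1 libraries, the allele difference of the shared genes had the parental direction in 72.5% to 78.1% per cross, higher and lower genes weighed alike. The same count moved to between 455 and 653 when each library labelled N2 was left out. In 251 of the shared higher genes and 244 of the shared lower ones every wild library lay beyond all 3 libraries labelled N2. Chance gives 0.0988% for 21 independent libraries against 3. The wild libraries come 3 per strain and the genes were selected by calls, so that figure does not test them.

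The number of parental calls was set against the number of genes with enough allele-specific reads to be tested in the cross, which stands in for sequence distance from N2. Across the 7 wild strains Pearson's r was 0.786 (exact permutation p 0.0492) and Spearman's rho 0.714 (exact permutation p 0.0881). Without EG4348 and CB4856, the strains farthest from the median, r was 0.625 and rho 0.3. With the share of allele-specific reads as the measure, rho was 0.929 (exact permutation p 0.00675), and with 2-fold calls r was 0.715 (exact permutation p 0.0669). Over the 6 relations computed, the Benjamini-Hochberg adjusted p was 0.0405 for rho with the share of allele-specific reads, 0.0643 for r with the same measure (r 0.842, exact permutation p 0.0214) and 0.0881 for the other 4.

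Among the genes shared by all wild strains, the 3 higher genes chosen by the rule were irg-6 (WBGene00007864; IV, 12912722 to 12914969), tag-138 (WBGene00006484; I, 12934764 to 12937362) and T10D4.19 (WBGene00305132; II, 3151918 to 3152575). The gene irg-6 had 0 counts in the libraries labelled N2 and 1.76 to 3.18 CPM in wild groups, at least 134-fold to at least 244-fold higher, against a floor of 3 counts over the group. T10D4.19 was also at 0 in the libraries labelled N2, and at least 12.2-fold to at least 207-fold higher in wild strains. For tag-138 the libraries labelled N2 had 0.0175 CPM ± 0.0163 (SD, n = 3), and the wild strains were higher by 6.67 to 7.78 on the log2 scale (edgeR, highest adjusted p 5.09e-19). The 3 lower genes were pud-3 (WBGene00017501; V, 2324634 to 2325152), Y102A5C.36 (WBGene00044213; V, 16926922 to 16927445) and F07B7.12 (WBGene00017190; V, 8855134 to 8862049). All 3 had 0 counts in every wild parental library. The libraries labelled N2 held 8.25 CPM ± 0.934, 5.32 ± 0.427 and 2.76 ± 0.422 (SD, n = 3). The wild strains were at least 393-fold to 600-fold, 253-fold to 387-fold and 125-fold to 192-fold lower. The pud genes have near-identical copies that can share reads.

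The largest changes per strain were in genes with 0 counts in 1 of the compared groups, so each fold is a lower bound against the same floor. In EG4348 Y113G7A.22 (V, 20134606 to 20135347) was at least 342-fold higher and pud-1.2 (V, 2322038 to 2322566) at least 6529-fold lower. C39B5.10 (III, 2239328 to 2239637) was at least 2597-fold higher in CB4856 and at least 2000-fold higher in DL238. In CB4856 plg-1 (III, 8852261 to 8853006) was at least 2497-fold lower. F45D11.16 (II, 1010444 to 1012282) was at least 7175-fold higher in QX1211, 12500-fold in ECA701 and 1957-fold in ECA722. In ECA722 its direction reversed with allele-aware gene totals (log2 -0.48, adjusted p 0.112; range over its 14 alternatives 1.73e-27 to 0.112), so no direction is drawn there. Y119D3B.21 (III, 1215000 to 1215200) was at least 6172-fold lower in QX1211. F45D11.14 (II, 1004616 to 1006475) was at least 2937-fold lower in DL238 and 3706-fold lower in ECA722. In XZ1516 E02H4.8 (X, 14262802 to 14263573) was at least 7424-fold higher and C27C7.1 (I, 11439289 to 11440709) at least 6397-fold lower. In ECA701 clec-209 (V, 2459637 to 2460893) was at least 16310-fold lower. F45D11.14 and F45D11.16 are neighbouring copies, and clec-209 and pud-1.2 also have relatives that can share reads. All genes here were chosen among calls without overlapping libraries, for which chance gives 10% with 3 against 3 in unselected genes.

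All 10 genes of the fixed list were tested. Over the 7 strains, 48 of their tests were called with adjustment over all genes and 50 adjusted over the list alone, with 6, 7, 8, 7, 6, 6 and 8 per strain over all genes. The genes of the toxin and antidote pair peel-1 (I, 2352835 to 2356238) and zeel-1 (I, 2342216 to 2350536) were lower in all 7 wild strains (edgeR, highest adjusted p 4.28e-04 and 1.41e-05). The libraries labelled N2 had 0.235 CPM ± 0.0796 for peel-1 and 2.35 ± 1.18 for zeel-1 (SD, n = 3). The gene peel-1 had 0 counts in CB4856, QX1211, DL238, ECA701 and ECA722, at least 11.6-fold to at least 17.7-fold lower. With 2 counts each, the ratio of N2 to wild was 25.0 in EG4348 (95% counting interval 6.60 to 211) and 20.8 in XZ1516 (5.50 to 176). The gene zeel-1 had 0 counts in CB4856, QX1211, DL238 and ECA722, at least 99.0-fold to at least 151-fold lower, and log2 fold changes of -3.22 in EG4348, -2.57 in XZ1516 and -4.28 in ECA701. For the second toxin and antidote pair, sup-35 (III, 11115754 to 11119226) and pha-1 (III, 11131775 to 11136688), the strains differed in direction. For sup-35 the log2 fold change was 0.75 ± 0.06 (SE) in EG4348 and 0.22 ± 0.06 in CB4856, against -4.37 ± 0.08 in QX1211, -6.39 ± 0.09 in DL238, -6.79 ± 0.10 in XZ1516 and -3.26 ± 0.07 in ECA701 (edgeR, highest adjusted p 0.00351). In ECA722 sup-35 had 0 counts and was at least 3659-fold lower. For pha-1, DL238 had 3 counts in all, a ratio of N2 to wild of 587 (95% counting interval 201 to 2851), and XZ1516 and ECA722 were higher by 1.66 and 1.70 on the log2 scale. The pha-1 calls in CB4856 and QX1211 were small (0.29 and 0.31), and the former was lost when only the groups compared were fitted.

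Calls of the other fixed genes were smaller. The gene ppw-1 (I, 4185174 to 4189956) was lower in CB4856 (-0.94 ± 0.05 SE on the log2 scale) and higher in EG4348 (0.33) and DL238 (0.28), and with allele-aware totals also in ECA701 and ECA722. The gene eri-6 (I, 4457375 to 4469460), which overlaps sosi-1 and T01A4.9, was lower in ECA722 (-0.88 ± 0.05) and higher in 5 strains by up to 0.95. The gene scb-1 (V, 11118766 to 11119705), which overlaps math-33, was higher in 5 strains by up to 0.31. The gene nath-10 (I, 5349646 to 5353774), which overlaps F55A12.5, had calls in 4 strains of at most 0.18, and glb-5 (V, 5558890 to 5564263), which overlaps C18C4.7, was called higher in 4 strains at 0.297 to 0.414 CPM against 0.131 ± 0.0526 (SD, n = 3). Several of these calls were lost when 1 library was left out, some of them without any of several libraries. Such losses do not show that 1 library carried a call. The glb-5 call was lost in QX1211 without N2 parental replicate 3 (adjusted p 0.0991), in DL238 without N2 parental replicates 2 or 3 or DL238 parental replicates 1 or 2 (0.0796 to 0.206), and in ECA722 without N2 parental replicates 2 or 3 or ECA722 parental replicates 1 or 3 (0.0523 to 0.161). The nath-10 call was lost in EG4348 without N2 parental replicate 1 (0.0624) or EG4348 parental replicate 1 (0.195), in QX1211 without N2 parental replicates 1 or 3 or QX1211 parental replicates 2 or 3 (0.0509 to 0.0927), and in ECA722 without N2 parental replicates 2 or 3 (0.0882 and 0.0973). The scb-1 call in ECA722 was lost without N2 parental replicate 1 (0.0510) or ECA722 parental replicate 1 (0.0517). New calls appeared for ppw-1 in ECA722 without N2 parental replicate 2 (0.0441) and for eri-6 in EG4348 without EG4348 parental replicate 2 (0.0440). The gene npr-1 (X, 4767152 to 4769985) had 0 calls in edgeR, 0 at an unadjusted p under 0.05 and 0 with DESeq2, at 0.127 to 0.281 CPM.

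The hybrids were compared with each parent and with the mean of both. Against the libraries labelled N2, the F1 had 5727 calls in EG4348, 5741 in CB4856, 6273 in QX1211, 5547 in DL238, 7054 in XZ1516, 7885 in ECA701 and 5857 in ECA722 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Against the wild parent there were 3527, 5299, 8427, 4014, 5919, 7604 and 6172 calls in the same order. Fitting only the groups compared moved these most, to 4285 calls against N2 in XZ1516 and 2600 against the wild parent in DL238. Against the mid-parent 4456, 5698, 6951, 4452, 6288, 7771 and 5575 genes departed from additivity on the log scale, with median absolute departures of 0.30 to 0.39. Fitting only the groups compared again moved these counts most, to 3072 calls in DL238. The mid-parent counts fell when single F1 libraries were left out, which also leaves fewer degrees of freedom. In EG4348 2821 calls were left without F1 replicate 1 and 2587 without F1 replicate 3. There were 3366 in CB4856 without F1 replicate 1, 4269 in QX1211 without F1 replicate 2, 2747 in DL238 without F1 replicate 2, 4023 in XZ1516 without F1 replicate 2 and 4470 in ECA701 without F1 replicate 2. Of the departures, 1415 genes were called in all 7 crosses in 1 direction (863 higher, 552 lower). In simulated unchanged groups the mean correlation between crosses was 0.157 against an observed 0.538. With allele-aware totals 1334 of the 1415 genes (94.3%) kept their call and direction in all crosses.

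Modes of inheritance were read from the same calls. Of the tested genes, 23.5% (ECA701) to 48.0% (EG4348) were unchanged and 16.6% to 18.2% ambiguous. In the order EG4348, CB4856, QX1211, DL238, XZ1516, ECA701 and ECA722, 1169, 1468, 3101, 1407, 1890, 2720 and 2237 genes were N2-like, 2765, 1752, 1585, 2321, 2825, 3114 and 1973 wild-like and 588, 696, 1233, 773, 1378, 1371 and 1146 intermediate. The F1 lay above both parents for 1.68% of the genes tested in EG4348 and for 998, 1571, 452, 829, 1152 and 888 genes in the other crosses, and below both for 773, 1121, 1218, 756, 895, 1223 and 1007. A fit of only the groups compared moved the count above both most, to 182 genes in DL238. Without a count filter the unchanged genes numbered up to 10063 (ECA722). Single libraries moved the count above both parents by over 1.5 times, to 161 and 178 in EG4348 (without F1 replicate 1 or N2 replicate 3), 419 and 553 in CB4856 (without F1 replicate 1 or parental replicate 3) and 586 to 964 in QX1211 (without N2 replicate 1 or F1 replicate 2 or parental replicate 2). It was 173 to 238 in DL238 (without F1 replicates 2 or 3 or parental replicate 1), 519 and 636 in ECA701 (without F1 replicate 2 or parental replicate 1) and 514 to 578 in ECA722 (without F1 replicates 1 or 3 or N2 replicate 1). The count below both parents moved to 478 in EG4348 (without F1 replicate 1) and 683 in CB4856 (without F1 replicate 1). It was 472 in XZ1516 (without F1 replicate 2) and 537 in ECA701 (without F1 replicate 2). The other modes stayed within 1.5 times when each library was left out.

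**Figure D3:**
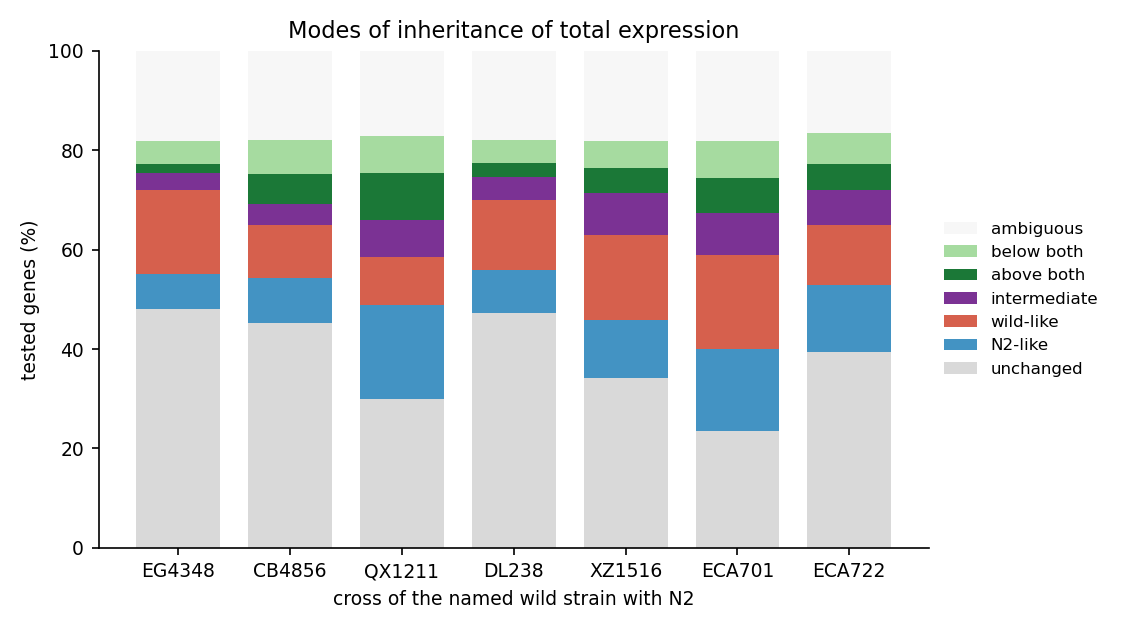
Share of tested genes in each mode of inheritance (percent) for the 7 crosses, from edgeR quasi-likelihood calls. Unchanged genes run from 23.5% in ECA701 to 48.0% in EG4348.

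The 3 genes highest above the mid-parent in all crosses were pud-3, pud-4 (V, 2326678 to 2327282) and Y102A5C.36, whose wild parents were at or near 0. A wild parent at 0 sets the mid-parent on the log scale far below the plain mean of the parents, so that an F1 with 1 active allele lies above it, and the rank and calls of these genes follow in part from that 0. F1 groups held 11.2 to 54.4 CPM of pud-3, against 8.25 CPM ± 0.934 in the libraries labelled N2 (SD, n = 3) and 0 in every wild parent. For pud-4 they held at least 3.90 CPM against 3.03 ± 0.357, and for Y102A5C.36 2.54 to 3.57 CPM against 5.32 ± 0.427. The F1 groups of Y102A5C.36 thus lay below the libraries labelled N2, and its calls are not evidence of a level above both parents. All 7 crosses were called (edgeR, highest adjusted p 6.71e-13). The 3 genes lowest below the mid-parent were abu-15 (V, 5158602 to 5159907), abu-6 (V, 5160678 to 5161892) and col-145 (V, 9161992 to 9163005). The F1 groups had 0 to 0.00424 CPM of abu-15, 0 to 0.00862 of abu-6 and 0.0485 to 0.244 of col-145. The libraries labelled N2 had 0.0993 ± 0.0892, 0.103 ± 0.0719 and 1.16 ± 0.682 CPM. All 3 were called in 7 crosses (highest adjusted p 0.0341, 0.0400 and 0.0106), and the pud and abu genes have near-identical copies that can share reads. Many abu calls were lost when 1 library was left out, in several crosses whichever F1 replicate it was. In the fits that lost a call the log2 changes were -6.37 to -3.89 for abu-15 and -5.74 to -3.37 for abu-6. The abu-15 call was lost in EG4348 with allele-aware totals (0.0664) and without any F1 replicate, N2 replicate 3 or parental replicate 2 (0.0613 to 0.125). It was also lost in DL238 without F1 replicates 2 or 3 (0.0503 and 0.0537), in XZ1516 without F1 replicate 2 (0.0548) and in ECA701 without any F1 replicate or parental replicate 1 (0.0572 to 0.206). The abu-6 call was lost in EG4348 without any F1 replicate or parental replicate 3 (0.0616 to 0.0821), in CB4856 without F1 replicate 1 (0.0512) or parental replicate 1 (0.0776), and in DL238 without any F1 replicate, parental replicates 1 or 3 or N2 replicates 2 or 3 (0.0519 to 0.142). In XZ1516 it was lost without F1 replicate 2 (0.0631) or parental replicate 2 (0.0879), in ECA701 without any F1 replicate or parental replicate 1 (0.0687 to 0.177) and in ECA722 without any F1 replicate (0.0538 to 0.0620). The col-145 call was lost in XZ1516 without F1 replicates 1 or 2 or parental replicate 2 (0.0561 to 0.0861).

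Within the F1 libraries the wild and the N2 allele were compared at genes with enough allele-specific reads. There were 4025, 5783, 9204, 5805, 9920, 8724 and 9241 such genes in the same order, with medians of 158 to 209 allele-specific reads per gene and library. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 328, 446, 1046, 417, 1728, 1199 and 891 of them. The wild allele was higher in 154, 195, 532, 188, 1060, 617 and 487 and the N2 allele in 174, 251, 514, 229, 668, 582 and 404. Median absolute log2 ratios of the calls were 0.88 to 1.58. The excess of wild-allele calls in XZ1516 turned into 784 against 800 when ratios were centred on the cross median. The alternative that moved the counts most was using allele-specific reads alone, with 959 calls in DL238. Leaving out single F1 libraries left 52 to 205 in EG4348 (without F1 replicates 1, 2 or 3), 142 to 236 in CB4856 (without F1 replicates 1, 2 or 3) and 438 and 374 in QX1211 (without F1 replicates 1 or 3). It was 125 to 166 in DL238 (without F1 replicates 1, 2 or 3) and 633 and 675 in XZ1516 (without F1 replicates 1 or 2). It was 440 and 456 in ECA701 (without F1 replicates 1 or 2) and 512 and 310 in ECA722 (without F1 replicates 1 or 2). Of the genes called in both the parental and the allelic contrast, 90.4% to 95.4% had the same sign. Across genes, which are not independent replicates, the parental and allelic log2 values correlated at r of 0.710 to 0.781.

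Among 5915 genes testable in at least 5 crosses, 34 had a higher wild allele in every testable cross and 18 a higher N2 allele. Those with the highest wild share were K02F6.4 (II, 2538494 to 2543920), C49G7.13 (V, 4036111 to 4038054) and C50E3.9 (V, 7598994 to 7600249). No N2-allele counts of K02F6.4 were seen in 5 crosses, and the wild allele was at least 67.7-fold to at least 167-fold higher. For C49G7.13 the wild allele held 99.9% to 100% of allele counts in 6 crosses, and for C50E3.9 99.6% to 100% in 5. The N2 allele was at least 69.3-fold to at least 259-fold higher for F18E9.7 (X, 8595152 to 8597747; 7 crosses). It was at least 54.3-fold to at least 91.3-fold higher for C33G3.5 (X, 14076237 to 14078674; 6 crosses), which overlaps C33G3.4. For K09F6.3 (II, 2255161 to 2261168) the wild allele held 0.954% to 14.8% in 6 crosses (edgeR, highest adjusted p 0.0289 over these 6 genes). With 3 F1 libraries per cross, many of these calls were lost when 1 of them was left out. In the fits that lost a call the log2 differences kept their direction. They were 8.27 to 10.3 for K02F6.4, -10.4 to -8.57 for F18E9.7 and -4.88 to -2.34 for K09F6.3. The losses thus do not show that 1 library carried a call. K02F6.4 lost its call in EG4348, CB4856 and ECA722 without F1 replicate 2 (0.0799, 0.0583 and 0.0910) and in DL238 and ECA701 without F1 replicate 1 (0.0560 and 0.0521). C49G7.13 lost it in ECA701 without F1 replicates 1 or 2 (0.0960 and 0.0950). C50E3.9 lost it in EG4348 without F1 replicate 2 (0.0842) and in DL238 without F1 replicates 1 or 3 (0.0560 and 0.0622). F18E9.7 lost it in EG4348 without F1 replicate 2 (0.0755) and in DL238 and ECA701 without F1 replicate 1 (0.0569 and 0.0582). C33G3.5 lost it in EG4348 without F1 replicates 1 or 2 (0.0546 and 0.111), in CB4856 and DL238 without any F1 replicate (0.0513 to 0.0946), in XZ1516 without F1 replicate 1 (0.0690) and in ECA722 without F1 replicate 2 (0.1002). K09F6.3 lost it in QX1211 without F1 replicate 1 (0.0997), in DL238 without F1 replicates 1 or 3 (0.0857 and 0.0721), in ECA701 without F1 replicate 2 (0.0584) and in ECA722 without F1 replicates 2 or 3 (0.191 and 0.0908). A minimum of 2 allele-specific reads also took calls from each of the 6 genes (adjusted p 0.0560 to 0.152).

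The trans difference, parental minus allelic, was called for 546, 511, 1299, 558, 1768, 1923 and 1402 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Among the alternatives that keep the design, the DESeq2 test moved these counts most, with 750 calls in CB4856. Without single libraries the number was 311 to 349 in EG4348 (without parental replicates 1, 2 or 3 or N2 replicates 2 or 3), 310 to 335 in CB4856 (without parental replicates 1 or 2 or N2 replicates 2 or 3) and 751 to 815 in QX1211 (without N2 replicates 2 or 3 or parental replicates 1, 2 or 3). It was 2005 in QX1211 (without N2 replicate 1) and 308 to 328 in DL238 (without parental replicate 2 or N2 replicates 2 or 3). It was 1166 in ECA701 (without parental replicate 3) and 814 to 877 in ECA722 (without parental replicates 1 or 3 or N2 replicates 2 or 3). Conserved genes made up 46.1% (ECA701) to 68.4% (CB4856) of the tested genes. Cis only numbered 393, 444, 1101, 464, 1498, 1091 and 991, and neither class moved by over 1.5 times when any library was left out.

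The classes that rest on a trans call moved more. Trans only numbered 237, 194, 579, 224, 765, 972 and 596 and compensatory 168, 191, 344, 195, 448, 408 and 385. Cis and trans had the same direction for 37, 30, 107, 44, 196, 143 and 120 genes and the opposite direction for 90, 79, 229, 75, 322, 331 and 251, and 758, 891, 1925, 903, 2111, 1758 and 1735 genes were ambiguous. Without single libraries the number classed trans only was 129 to 150 in EG4348 (without parental replicates 1, 2 or 3 or N2 replicates 2 or 3), 111 to 123 in CB4856 (without parental replicates 1 or 2 or N2 replicates 2 or 3) and 299 to 349 in QX1211 (without N2 replicates 2 or 3 or parental replicates 1, 2 or 3). It was 1031 in QX1211 (without N2 replicate 1), 113 to 126 in DL238 (without parental replicate 2 or N2 replicates 2 or 3) and 486 to 506 in XZ1516 (without parental replicates 1, 2 or 3). It was 577 in ECA701 (without parental replicate 3) and 343 to 366 in ECA722 (without parental replicates 1 or 3 or N2 replicates 2 or 3). The number of compensatory genes was 95 to 108 in EG4348 (without parental replicates 1, 2 or 3 or N2 replicates 2 or 3), 121 in CB4856 (without N2 replicate 2) and 226 and 220 in QX1211 (without parental replicates 2 or 3). It was 116 to 127 in DL238 (without parental replicate 2 or N2 replicates 2 or 3) and 242 and 241 in ECA722 (without parental replicates 1 or 3). For both in the same direction it was 23 and 24 in EG4348 (without parental replicates 2 or 3), 65 to 69 in QX1211 (without N2 replicate 3 or parental replicates 1, 2 or 3) and 28 in DL238 (without parental replicate 2 or N2 replicate 2). It was 117 to 129 in XZ1516 (without N2 replicate 3 or parental replicates 1 or 2), 87 in ECA701 (without parental replicate 3) and 65 to 77 in ECA722 (without parental replicates 1, 2 or 3 or N2 replicates 2 or 3). For both in opposite directions it was 48 to 51 in EG4348 (without parental replicates 1, 2 or 3 or N2 replicate 2), 49 to 52 in CB4856 (without parental replicates 1 or 2 or N2 replicates 2 or 3) and 137 to 148 in QX1211 (without N2 replicates 2 or 3 or parental replicates 1, 2 or 3). It was 41 to 45 in DL238 (without parental replicate 2 or N2 replicates 2 or 3), 181 to 220 in ECA701 (without parental replicates 1, 2 or 3 or N2 replicate 3) and 148 to 155 in ECA722 (without parental replicates 1 or 3 or N2 replicates 2 or 3). Across genes, the allelic and the trans difference correlated at r of -0.4999 to -0.324 when both used the same F1 libraries. When they used different F1 libraries r was -0.287 to -0.155.

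**Figure D4:**
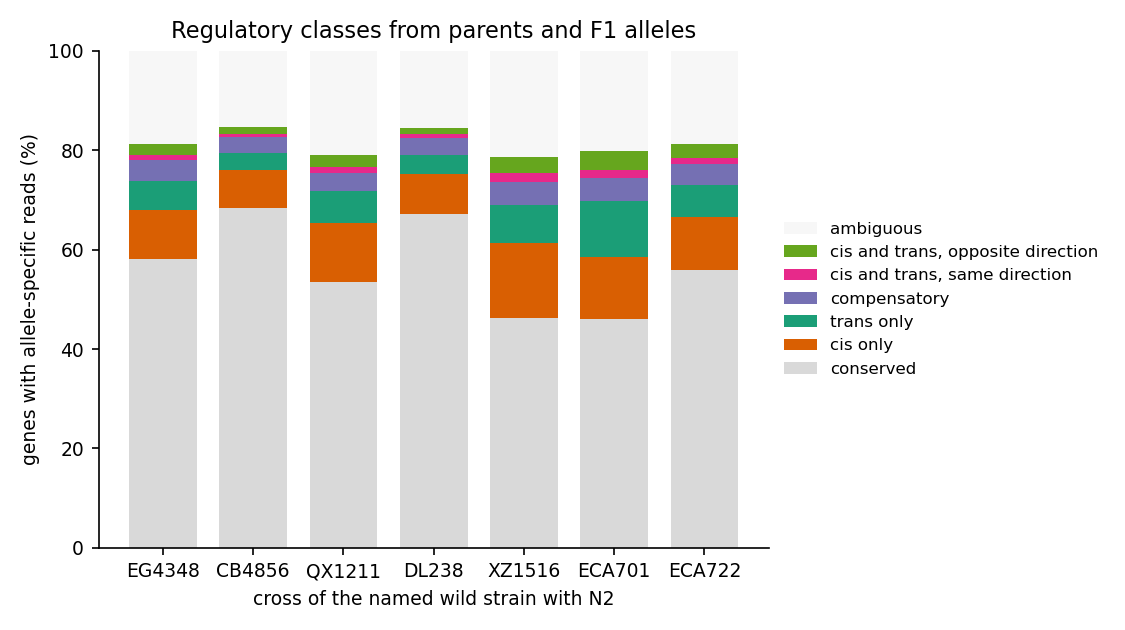
Share of genes with allele-specific reads in each regulatory class (percent) for the 7 crosses, from edgeR quasi-likelihood calls. Conserved genes run from 46.1% in ECA701 to 68.4% in CB4856.

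The gene classed cis only in the most crosses was fbxa-113 (V, 20203385 to 20204547), which overlaps fbxb-59 and has relatives that can share reads. Its wild allele held 90.2% to 98.3% of allele counts in 7 crosses, and the trans difference had 0 calls in edgeR with all libraries. Without ECA722 F1 replicate 2 it was called there (log2 -6.50, adjusted p 0.00248). The gene lin-41 (I, 9334800 to 9342496) was trans only in 7 crosses, with wild-allele shares of 48.3% to 50.5% and trans differences of 0.21 to 0.74 on the log2 scale (highest adjusted p 0.0222). The call in ECA722 was lost without F1 replicates 2 or 3, parental replicates 2 or 3 or N2 replicate 3 (0.0505 to 0.0735). The gene npr-20 (II, 8860004 to 8865178) was compensatory in 6 crosses, and cis and trans in opposite directions in QX1211, with wild-allele shares of 84.9% to 100% (trans difference, highest adjusted p 0.0183). The trans call in QX1211 was lost without N2 replicates 2 or 3 or parental replicate 3 (0.0508 to 0.0547).

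Of 42 camera tests of the fixed gene lists in the parental contrasts, 17 passed an adjusted p of 0.05, and 13 of these held under fry. Against the mid-parent 31 of 42 passed and 26 held under fry. Fry added 9 and 3 calls, and with DESeq2 size factors 15 and 30 calls held. Oocyte and eggshell genes (11 tested) were higher in 5 wild strains (not QX1211 or ECA722) and higher than the mid-parent in all 7 crosses, with medians of 0.15 to 0.26 on the log2 scale (highest camera adjusted p 3.62e-04). The parental call in CB4856 was lost with DESeq2 size factors (0.0554). Cuticle genes (163) were higher in CB4856, QX1211, DL238 and ECA722, and fry alone called them lower in ECA701 (adjusted p 0.00554). They were lower than the mid-parent in all 7 crosses (medians -0.92 to -0.15), with XZ1516 lost under fry (0.112). Vitellogenins (6) were higher in EG4348 and, in the F1, higher than the mid-parent in 6 crosses (not EG4348), with medians of 0.14 to 0.29 in these 6. In the parents fry went both ways, with vitellogenins higher in EG4348 and DL238 (adjusted p 0.00356 and 0.00687) and lower in CB4856, XZ1516 and ECA722 (0.00702, 0.00316 and 0.00256). Sperm genes (81) were lower in EG4348, CB4856, XZ1516 and ECA722 and higher in ECA701. Of these 5 calls fry held XZ1516 alone (0.0315). Against the mid-parent they were higher in EG4348, CB4856, QX1211, XZ1516 and ECA722 and lower in ECA701, of which fry held XZ1516 and ECA701. With DESeq2 size factors both ECA722 sperm calls were lost (0.0554 and 0.0616). Male genes (9) had 0 parental camera calls, with 0 at an unadjusted p under 0.05 and 2 under fry, and were higher than the mid-parent in EG4348, CB4856 and QX1211. Heat shock genes (6) were lower in EG4348 and ECA701, and lower than the mid-parent in DL238 and XZ1516.

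Gene by gene, the parental calls in the lists were 204 for sperm, 12 for male, 33 for vitellogenin, 54 for oocyte and eggshell, 575 for cuticle and 19 for heat shock over the 7 strains. The counts adjusted over the list alone were 193, 12, 34, 56, 606 and 21. Against the mid-parent there were 192, 26, 29, 67, 650 and 15 calls, and 185, 26, 31, 73, 694 and 16 adjusted over the list alone. Median, mean and test differed in sign in several parental lists. These were sperm and male genes in QX1211, vitellogenins in XZ1516, oocyte and eggshell genes in QX1211, cuticle genes in EG4348 and ECA701 and heat shock genes in DL238. Against the mid-parent the heat shock median was below 0 and the mean above 0 in CB4856, QX1211 and ECA722. With genes at 0 in a group set to their bound, 0 of 84 list medians changed sign and the largest move was 0.03 on the log2 scale. Scaling with DESeq2 size factors changed the sign of the heat shock median in DL238, from 0.00 to -0.00.

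Among gene families, parental calls were over-represented for F-box genes in all 7 strains (odds ratios 1.36 to 3.05, Fisher's exact test, two-sided, highest adjusted p 0.0186). This also held for MATH/BATH genes in 6 strains (not EG4348), C-type lectins in EG4348, CB4856, DL238 and ECA701, and UGT genes in CB4856, DL238, XZ1516 and ECA722. Of the F-box calls 806 were lower and 305 higher. Chemoreceptor genes, of which 139 of 1239 passed the count filter, were under-represented in all 7 strains (odds ratios 0.539 to 0.653, highest adjusted p 0.0426). With DESeq2 size factors this held in 5, not in EG4348 or CB4856. Nuclear hormone receptors were over-represented in DL238 and under-represented in EG4348 and ECA701. Summed over strains, the family calls were 1111 for F-box, 324 for MATH/BATH, 618 for C-type lectins, 258 for UGT, 291 for chemoreceptors and 574 for nuclear hormone receptors. Adjusted over the list alone they were 1152, 333, 633, 271, 272 and 573.

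Parental calls were more frequent in the outer 25% at each end of the autosomes than in their centres in all 7 strains (odds ratios 1.38 to 1.59, Fisher's exact test, two-sided, highest adjusted p 9.37e-21). On X they were more frequent than on autosomes in CB4856 (odds ratio 1.13, adjusted p 0.0167) and ECA722 (1.18, adjusted p 4.07e-04) and less frequent in ECA701 (0.787, adjusted p 1.88e-07), and the other 4 strains passed no threshold. Median wild-allele shares of autosomal genes in the F1 were 0.5 in EG4348, QX1211, CB4856 and ECA701, 0.499 in DL238, 0.510 in XZ1516 and 0.503 in ECA722. The share on X minus that on autosomes (mean ± SD, n = 3) was -0.00798 ± 0.00663 in EG4348, -0.00526 ± 0.00163 in CB4856, -0.00833 ± 0.00529 in QX1211, -0.00482 ± 0.00522 in DL238, -0.00475 ± 0.00712 in XZ1516, 0.0000770 ± 0.000697 in ECA701 and -0.00362 ± 0.00442 in ECA722. The SD exceeded the size of the mean difference in DL238, XZ1516, ECA701 and ECA722, and XZ1516 replicate 2 (0.00280), ECA701 replicate 1 (0.000809) and ECA722 replicate 1 (0.000845) were positive. With allele-specific reads alone the autosomal share was 0.5 in DL238. The median wild share over mitochondrial genes with at least 1000 allele-specific reads was 1.99% ± 0.0983 (mean of libraries, SD, n = 3) in XZ1516 and 1.21% ± 0.377 in ECA722, against 0.00780% to 0.0379% in the other 5 crosses. As a share of all mitochondrial allele-specific reads the order was another: 1.49% to 1.52% per library in EG4348, 3.38% to 4.05% in CB4856, 2.08% to 2.36% in DL238 and 2.18% to 2.38% in ECA701, against 1.76% to 2.37% in XZ1516, 1.04% to 1.78% in ECA722 and 0.0580% to 0.0861% in QX1211. In EG4348, CB4856, DL238 and ECA701, 1 gene with 3.93% to 13.1% wild reads was the only mitochondrial gene with at least 1000 such reads above 0.5%.

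**Figure D5:**
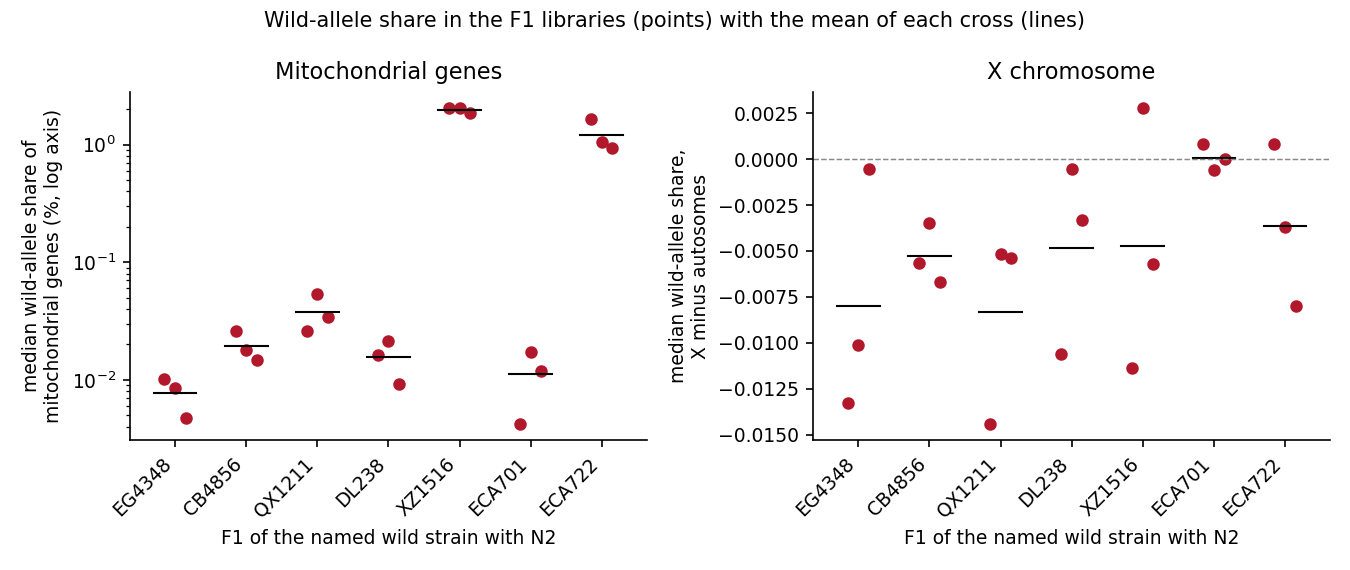
Wild-allele share per F1 library (points) for the 7 crosses, as the median over mitochondrial genes and as the median on X minus that on autosomes. Mitochondrial values are medians over genes and average 1.99% in XZ1516 and 1.21% in ECA722, and at most 0.0379% elsewhere.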

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

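Of the tests in this part, the one that left out the genes with the most reads of the other allele, and the counts of the same pairs of crosses kept with allele-aware totals or without a library, were chosen after the results were seen.

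The F1 change from the mid-parent differed between crosses for 5 of the 6 gene lists, by a fry test of the difference itself over the 21 pairs of crosses, adjusted over all lists and pairs. Sperm genes differed in 4 pairs (mean changes from -0.86 in ECA701 to 1.43 in XZ1516 on the log2 scale), male genes in 3 (-0.26 in ECA701 to 2.17 in CB4856) and vitellogenins in 3 (0.04 in EG4348 to 0.34 in ECA722). Cuticle genes differed in 6 pairs (-1.46 in QX1211 to -0.08 in XZ1516) and heat shock genes in 3 (-0.60 in XZ1516 to 0.06 in QX1211). The F1 kallisto counts appear, from the transcript lengths, to come from the wild transcriptome alone. With allele-aware totals 4, 10, 1, 6 and 2 pairs differed for sperm, male, vitellogenin, cuticle and heat shock genes. Of the pairs that differed before, 4 of 4 were kept for sperm, 3 of 3 for male, 6 of 6 for cuticle and 2 of 3 for heat shock genes, which excludes F1 reads assigned to the wild transcriptome only as the whole cause for these 4 lists. For vitellogenins 1 of 3 was kept, and such reads cannot be told apart from a difference between crosses, because most pairs went with the change of totals and 1 did not. For 1 aberrant F1 library as the cause, each F1 library was left out in turn, and the lowest number of differing pairs was 1 for sperm, 2 for male, 0 for vitellogenin, 3 for cuticle and 1 for heat shock genes. No 1 library thus carried all differences of sperm, male, cuticle or heat shock genes. Pairs were still lost when single libraries were left out: 1 of the 4 sperm, 2 of the 3 male, 3 of the 6 cuticle and 0 of the 3 heat shock pairs differed whichever F1 library was left out (fry). Those of the vitellogenins may rest on 1 library: 0 pairs were left without EG4348 F1 replicate 2, and 1 without EG4348 F1 replicate 1 or CB4856 F1 replicate 3.

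Single libraries still moved the other counts. For sperm genes 1 pair was left without EG4348 F1 replicates 1 or 2, CB4856 F1 replicate 3 or ECA701 F1 replicates 2 or 3, and 2 without DL238 F1 replicate 3 or XZ1516 F1 replicate 3. For cuticle genes 3 pairs were left without EG4348 F1 replicate 1 or F1 replicate 3 of CB4856, DL238, XZ1516 or ECA701. For heat shock genes 1 pair was left without QX1211 F1 replicate 1 or F1 replicate 3 of DL238 or XZ1516, and 5 without CB4856 F1 replicate 1. For male genes 5 pairs differed without XZ1516 F1 replicate 1. The wild parent differs between crosses by design, and a difference in inheritance between strains stays open and was not tested further, as do the number of males left among the F1 worms and small differences in age.

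The wild parental libraries held a low share of reads specific to the N2 allele. The mean over 3 libraries was 0.0864% in EG4348, 0.0735% in CB4856, 0.0845% in QX1211, 0.0809% in DL238, 0.0965% in XZ1516, 0.136% in ECA701 and 0.0816% in ECA722. In the libraries labelled N2, reads of the other allele (QX1211 in their files) averaged 0.0667%, at most 0.0680% in a library, and every wild library lay above that. The 10 genes with the most such reads held 28.8% to 58.6% of them per strain. Without these genes in each library, 4 of the 7 strains (CB4856, XZ1516, ECA701 and ECA722) still lay above every library labelled N2, so misassigned reads at few genes and a trace of N2 RNA cannot be told apart: the excess of the other 3 strains goes with those genes and that of these 4 does not. The other allele of the libraries labelled N2 is always QX1211, so the control level was measured with another pair of alleles. No biological explanation was tested.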

How the results depend on the processing

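Every alternative in this part was chosen before the data were examined. Counts are called changed where they moved by more than 1.5 times. The cause of a change was not tested unless a cause is named.

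Of 56 alternative values each (8 alternatives in 7 strains or crosses), 55 of the parental counts, 54 of F1 against N2, 55 of F1 against the wild parent and all 56 against the mid-parent stayed within that bound. The difference among parental strains and the count called in all 7 contrasts stayed within it under all 8. All modes but unchanged, above both and below both parents kept it too. Fitting only the groups compared, which leaves fewer samples for the spread, gave 3880 parental calls in DL238, 4285 against N2 in XZ1516 and 3765 in ECA722, and 2600 against the wild parent in DL238. It gave 182 genes above both parents in DL238 and 526 in ECA722, and 564 below both in XZ1516. Without a count filter, which adds tested genes, the unchanged genes numbered 8419 in QX1211, 9222 in XZ1516, 6878 in ECA701 and 10063 in ECA722, and those above both parents 190 in DL238 and 528 in ECA722. The DESeq2 test gave 1785 above both parents in ECA701.

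For the alleles, using allele-specific reads alone gave 750 calls in EG4348, 997 in CB4856, 1910 in QX1211, 959 in DL238, 2680 in XZ1516, 2069 in ECA701 and 1864 in ECA722, and 91, 206 and 281 compensatory genes in EG4348, QX1211 and XZ1516. A minimum of 2 allele-specific reads, which adds genes of low count, gave 161 calls in EG4348, 213 in CB4856, 649 in QX1211, 222 in DL238, 787 in ECA701 and 581 in ECA722. The DESeq2 test gave 517 in EG4348, 679 in CB4856 and 640 in DL238, and in CB4856 292 compensatory genes and 46 with cis and trans in the same direction. The trans counts stayed within 1.5 times in 47 of 49 values. All 49 values of conserved, cis only and ambiguous genes did so.

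The replicate numbers were not taken as pairing the libraries: the labels do not tie them to a batch, and deviations of libraries with the same number correlated over 0.1 in 90 of 315 pairs (range -0.599 to 0.545, mean 0.0292). This does not exclude a batch shared by some of them. Among F1 libraries the mean was 0.0624 for number 1 (14 of 21 pairs over 0.1, range -0.599 to 0.545), -0.0171 for number 2 and 0.00463 for number 3. Some F1 libraries with number 1 thus deviate together and others in the opposite direction, and whether they shared an extraction batch is not given in the sources used here. With the number as a block, which spends degrees of freedom, trans calls were 336 in EG4348 and 747 in QX1211. In QX1211 trans only was 341, compensatory 191, the same direction 56 and the opposite direction 147. In EG4348 compensatory was 81 and the same direction 24. The trans call of npr-20 in QX1211 was not made with it (adjusted p 0.0570), and ppw-1 in ECA722 was called (0.0460).

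Leaving out each library in turn changed no parental count, no count of F1 against N2 or the wild parent, and no unchanged, N2-like, wild-like, intermediate, ambiguous, conserved or cis only count. It changed 7 of 63 mid-parent values, all lower, 15 of 63 above both, 4 of 63 below both, 17 of 21 allelic and 23 of 63 trans values. It also changed 26 of 63 trans only, 13 of 63 compensatory, 17 of 63 same-direction and 24 of 63 opposite-direction values. Fewer libraries leave fewer degrees of freedom. The cross-specific fits have few of them, but that was not tested as the cause.

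Ranges without 1 library follow for results that changed. For the mid-parent counts the ranges were 2587 to 4465 in EG4348, 3366 to 5752 in CB4856, 4269 to 7009 in QX1211, 2747 to 4732 in DL238, 4023 to 6276 in XZ1516 and 4470 to 7795 in ECA701. For the counts above both parents the ranges were 161 to 282 in EG4348, 419 to 1094 in CB4856, 586 to 1561 in QX1211, 173 to 580 in DL238, 519 to 1552 in ECA701 and 514 to 907 in ECA722. For the counts below both parents the ranges were 478 to 848 in EG4348, 683 to 1192 in CB4856, 472 to 1012 in XZ1516 and 537 to 1410 in ECA701. For the allelic counts the ranges were 52 to 205 in EG4348, 142 to 236 in CB4856, 374 to 705 in QX1211, 125 to 166 in DL238, 633 to 1303 in XZ1516, 440 to 943 in ECA701 and 310 to 629 in ECA722. For the trans counts the ranges were 311 to 648 in EG4348, 310 to 665 in CB4856, 751 to 2005 in QX1211, 308 to 651 in DL238, 1166 to 2202 in ECA701 and 814 to 1805 in ECA722. For trans only the ranges were 129 to 252 in EG4348, 111 to 228 in CB4856, 299 to 1031 in QX1211, 113 to 257 in DL238, 486 to 884 in XZ1516, 577 to 1090 in ECA701 and 343 to 839 in ECA722. For compensatory the ranges were 95 to 224 in EG4348, 121 to 264 in CB4856, 220 to 416 in QX1211, 116 to 256 in DL238 and 241 to 464 in ECA722. For same direction the ranges were 23 to 43 in EG4348, 65 to 156 in QX1211, 28 to 44 in DL238, 117 to 251 in XZ1516, 87 to 192 in ECA701 and 65 to 149 in ECA722. For opposite direction the ranges were 48 to 118 in EG4348, 49 to 110 in CB4856, 137 to 317 in QX1211, 41 to 100 in DL238, 181 to 387 in ECA701 and 148 to 301 in ECA722.

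For named genes, 1772 of 1809 alternative values kept their direction and side of the threshold, 31 lost the call, 5 gained one and 1 reversed. Without 1 library 1413 of 1512 did, with 93 lost, 6 gained and 0 reversed. The reversal was F45D11.16 in ECA722, at -0.48 with allele-aware gene totals (adjusted p 0.112; 1.73e-27 to 0.112 over its 14 alternatives). Its copy F45D11.14 can share reads, but the cause was not tested. Allele-aware gene totals also took the call from fog-2 in CB4856 (0.127), and from glb-5 in QX1211 and DL238 (0.0537 and 0.111). The same totals added calls of ppw-1 in ECA701 (0.20, adjusted p 0.00201; ppw-1 parental DE in ECA701 over 14 alternatives 0.00201 to 0.995) and ECA722 (0.31, adjusted p 6.26e-06; over 14 alternatives 6.26e-06 to 0.226).

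Of 168 alternative list values, 144 kept direction and side, 12 lost the call and 12 gained one. Counting strains past the threshold, fry gave 1 for sperm genes in the parents (camera 5), 2 for male genes, both lower (camera 0), and 5 for vitellogenins, 2 higher and 3 lower (camera 1, higher). Against the mid-parent it gave 2 for sperm genes (camera 6) and 5 for male genes (camera 3). The relation across strains had r 0.715 with 2-fold calls (exact permutation p 0.0669) and rho 0.929 with the share of allele-specific reads (exact permutation p 0.00675), on the other side of 0.05 from r 0.786 and rho 0.714 with the measures first chosen. The range of p over the alternatives was 0.0214 to 0.0669 for r and 0.00675 to 0.0881 for rho. The autosomal share in DL238 was 0.5 with allele-specific reads alone.

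The split between higher and lower calls moved by over 10 percentage points without a count filter for the parental calls in EG4348 (1951 higher, 2984 lower) and CB4856 (2096 and 2548), and in DL238 for F1 against N2 (2039 and 2987) and the mid-parent (1512 and 2126). It did so with only the groups compared for the parental calls in EG4348 (2261 and 2949). Centring on the cross median did so in XZ1516 for the alleles (784 and 800) and the trans difference (1032 and 843). Scaling with DESeq2 size factors moved the median of all genes by at most 0.03 on the log2 scale.

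Depth limits the low end. The shallowest library held 24.5 M counts, and genes under the count filter were not tested: of 1239 annotated chemoreceptor genes, 139 were. Allelic calls were made only at genes with a mean of at least 10 allele-specific reads, so that genes of low expression or few variants are missing from the allelic and trans counts.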

Other observations

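Chosen after their results were seen were the tests on error in the shared N2 libraries, on fog-2 (wrong genotype label, and reads shared with ftr-1), on wild selfed progeny and on single genes for the mitochondrial reads, and on males (across and within crosses), a shared batch and allele estimation for the X share. The limits that divide the readings of the test on lost reads in EG4348 and XZ1516 were also set after its values were seen.

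Regrouping the libraries tested whether the calls could come from chance. The count of genes differing among the 8 parental strains was reached by 1 of 100 groupings, the real one, which excludes chance. Each of the 21 comparisons of 3 libraries with 3 was reached by 1 of its 10 splits, the real one, and the design allows no lower share, so that chance cannot be excluded from these counts alone. The allelic counts were reached by 1 of 4 swaps in each cross, with the same limit. For the mid-parent contrast, regrouping used fits of the 9 libraries of each cross, whose counts differ from those of the fit of all libraries (3072 in DL238 and 4256 in EG4348, for example). The count was reached by 1 of 100 groupings in 6 crosses and by 3 of 100 in DL238, where the highest of the other groupings gave 3738 calls, more than the real one. The trans counts were reached by 2 of 80 in each cross, the other one being the swap of all alleles, which gave more calls than the real one (1370 in EG4348 to 4603 in XZ1516). The share stays under 0.05 in each of these fits. These regroupings mix strains or alleles that differ, so they test for any difference between the groups. They cannot exclude chance for departures from the mid-parent or for trans calls.

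The strains differ in their number of parental calls, and library depth is one explanation. After thinning all libraries to the smallest total, the ratio of the highest to the lowest strain count was 1.76 (1.66 with all reads), which argues against depth as the cause. Genotype stays open. For the 591 parental changes shared by all 7 strains, error in the shared N2 libraries would leave the allele difference in the F1 with the parental direction in 50% of them. It had that direction in at least 72.5% in each cross (higher and lower genes weighed alike, largest binomial SE 3.48 percentage points), which excludes such error as the whole cause. It stays open for the genes that went the other way or had no allele counts. The correlation between contrasts (0.458) was no higher than a shared control alone gives (0.478).

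For the F1 changes from the mid-parent shared by the 7 crosses, error in the shared N2 libraries was tested without them: genes called in the other 6 crosses changed in the same direction from wild parent to F1 of the left-out cross in at least 81.4% (50% if such error were the cause, largest binomial SE 1.34 percentage points). This excludes it as the whole cause. F1 reads assigned to the wild transcriptome only are excluded as the main source, since 94.3% of the shared genes kept call and direction with allele-aware totals. Males left among the F1 worms would raise male and sperm genes in all crosses. Of the 14 list medians 12 lay above 0, but both medians of ECA701 lay below 0 and its sperm genes were called lower, which excludes males as the cause of a change shared by all 7. A difference in developmental timing may contribute: the main axis along which replicates of the other crosses differ had an absolute r over 0.3 with the F1 change, across genes, in 4 of 7 crosses (0.374 in EG4348, 0.326 in CB4856, 0.456 in XZ1516 and 0.346 in ECA701). The F1 also come from crosses with fog-2 mutant mothers and the parents from selfing. No comparison here separates mating, rearing or the mothers' genome from hybridity. A log-scale mid-parent lies below the plain mean of unequal parents, which may add higher calls.

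The libraries labelled N2 with a fog-2 deletion held 1.06 times the mean fog-2 CPM of the wild parental libraries. Reads shared with the paralog ftr-1 are excluded, with 780 reads per library matching the N2 allele of fog-2 alone. A wrong genotype label is consistent with the 1.06 and with the low N2-allele share of fog-2 in the F1 libraries, whose mothers are described as fog-2 mutants. A mutation that leaves the transcript level intact is not tested by the 1.06, but would have to leave the N2 allele low in the F1.

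The median wild share over mitochondrial genes averaged 1.99% in XZ1516 and 1.21% in ECA722 F1 libraries, where the mothers were N2. Pooled over genes, the share of reads was as high in CB4856, DL238, ECA701 and EG4348 (1.49% to 4.05%). There 1 gene with 3.93% to 13.1% wild reads carried them. Misassigned reads at single genes are excluded for XZ1516 and ECA722: all 65 gene and library values with at least 1000 allele-specific reads lay above 0.5%. In the other crosses 0 to 3 values per cross did, all from that gene. Wild selfed progeny among the F1 worms would raise the autosomal share too, and the mean observed excess was 0.808 times the predicted one, so such progeny may be present. ECA722 F1 replicate 3 had a median autosomal share of 0.5, like most libraries of the other crosses, where 0.00468 of excess was predicted, so that this library shows no excess. Misassigned reads in general and wild mitochondria cannot be told apart, since the share varied between genes by 1.16 times its variation between libraries. The strains went opposite ways, with 1.95 times in XZ1516 and 0.574 times in ECA722, and 3 libraries per cross give that spread little certainty. Paternal inheritance of mitochondria was not tested.

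The mean wild share on X was lower than on autosomes in 6 of 7 crosses, by less than its SD between libraries in DL238, XZ1516 and ECA722. Allele estimation is excluded as the whole cause, since allele-specific reads alone gave a mean difference of -0.00662 over the 5 crosses with the largest deficits (EG4348, CB4856, QX1211, DL238 and XZ1516) and -0.00374 in ECA722. Males left among the F1 worms carry X from the N2 mother alone and would lower the wild share on X. Within crosses, deviations of the X difference and of the mean of male and sperm genes correlated over 21 libraries at r of -0.781 (permutation p 4.70e-04) and rho of -0.800 (permutation p 9.70e-04), and r was -0.787 without the 2 farthest libraries. These p-values treat libraries of different crosses as independent, but F1 replicate 1 had the highest male and sperm value in 6 of 7 crosses. Between F1 replicates 2 and 3 alone r was -0.645 (exact sign-change p 0.141), with differences of opposite sign in 6 of 7 crosses, and with the means of the replicate numbers taken out r was -0.782. A few males in some libraries may explain the relation. A shift of the same size in all F1 replicates 1 would go with the means of the replicate numbers. The r of -0.782 without those means, against -0.781 with them, argues against such a shift. A batch that moved F1 replicates 1 unequally cannot be told apart from males, as 7 crosses are too few without those libraries. Across the 7 crosses r was -0.695 (exact permutation p 0.101) and rho -0.464 (exact permutation p 0.302), and without the 2 farthest crosses r was 0.0597, so that males cannot be told apart there from a difference between strains with 7 crosses.

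The allelic and the trans difference correlated negatively across genes in each cross. Shared F1 sampling error makes some of this, as r fell in size when different F1 libraries were used, but the mean r of -0.215 that remained excludes it as the whole cause. Error shared in other ways, and compensation between cis and trans effects, stay open.

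In EG4348 and XZ1516 many more genes were 2-fold lower than 2-fold higher in the parents, while QX1211 and ECA701 had more 2-fold higher ones. CB4856 also had more 2-fold lower genes (979 against 714) but was not in the test that follows. For reads lost on diverged wild alleles, the median allele ratio in the F1 was 0.574 of the parental change in EG4348 (226 of 1254 genes with allele counts) and 0.506 in XZ1516 (788 of 1739), and among genes 2-fold higher it was 0.708 and 0.847. Lost reads and regulatory change cannot be told apart by this: a change in cis gives values near 1 as lost reads do, a mixture gives values between, and many lower genes had no allele counts.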
